A study of Mus musculus with 35 samples. Its data were reported in "Molecular and epistatic interactions between pioneer transcription factors shape nucleosome dynamics and cell differentiation" (2025).

How the data were processed

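Gene expression was measured by RNA-seq in 35 libraries of mouse cells. The induction series held 23 libraries: ES cells carrying a doxycycline (Dox) inducible GATA6 transgene before Dox (0 h) and after 16, 24, 48, 72, 96 and 168 h of Dox at 1 µg/mL, with 3 libraries per group, and 2 libraries of XEN cells, an extra-embryonic endoderm line used as the reference for primitive endoderm (PrE). The siRNA series held 12 libraries of the inducible ES cells after 48 h of Dox, 6 with a non-targeting control siRNA (siCTL) and 6 with siRNA against Oct4, the protein encoded by Pou5f1 (siOct4). Groups and replicate numbers were taken from the sample titles.

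Feeder cells were removed by adsorption before lysis. The authors prepared stranded polyA libraries, aligned paired-end reads to mm10 with STAR, quantified genes with RSEM and deposited the values as TPM, a gene's share of the transcripts of its library scaled to the same total in every library. They left out outliers found by principal component analysis, without stating what these were. The versions of STAR, RSEM and DESeq2 and the gene annotation were not stated. Each column of the induction table summed to between 999764 and 999881 TPM. The siRNA table held the 6275 genes that the authors called responsive to GATA6, so its columns summed to between 274527 and 355895 TPM and cannot show genes outside that list. It also held the authors' mean TPM of each group other than XEN cells and, as text classes from the authors' own DESeq2 tests on rounded counts, the class of response to GATA6 and the effect of siOct4. TPM keeps no record of the number of reads, so the depth of each library is unknown and no interval that needs it is given. The spread between replicates is the measure of error used throughout. All columns of per-sample values were matched to a sample title. The unit of the deposited tables was known only after the tests had been laid out; because it was TPM, the limma test laid out for normalised values was used and no count test was run.

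Where a gene symbol stood on more than 1 row, which was the case for 60 symbols, the row with the highest mean was kept, leaving 44853 genes in the induction table. TPM were used as log2(TPM + 1), so that a log2 fold change is on that scale and understates the change of genes with low values. Genes with a mean of at least 1 TPM in at least 1 group were tested, 15057 in the induction table and 6264 in the siRNA table. Tests were made with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with trend and robust options) and p-values were adjusted by Benjamini-Hochberg. The induction fit had a coefficient for each of its groups over all 23 libraries. A gene was called changed at an adjusted p-value under 0.05 and an absolute log2 fold change above 1 in the induction series, or above 0.5 in the siRNA series. On simulated data with 200 changed genes, the induction test recovered 97.5% of changes of 2 on the log2 scale among 15057 genes with 1 false call. The siRNA test recovered 54.5% of changes of 1 among 6264 genes with 4 false calls. The simulated noise was independent between genes, and the changes were placed only in genes of higher mean value. Variation shared across a library was not simulated, so these rates do not allow for it. In the real siRNA libraries, splits other than the real one called up to 1858 genes, as described below.

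Responsive genes were those changed at 1 or more of the 6 Dox time points. A responsive gene was Early when changed in the same direction at every time point from 16 or 24 h to 168 h, Mid when from 48 or 72 h, and Late when at 96 and 168 h or at 168 h only. The others were left as complex. The score of a wave in a library was the mean log2(TPM + 1) over the genes of that wave. Scores, Pou5f1 and Gata6 were compared between siCTL and siOct4 with two-sided exact permutation tests over the 924 splits of 12 libraries, whose smallest p is 0.00216, and with paired exact sign-flip tests over 64 sign patterns, whose smallest p is 0.0312. Overlaps were tested with two-sided Fisher's exact tests against the responsive genes tested in both tables. The position of a library was its projection on the line from the mean 0 h profile, set to 0%, to the mean XEN profile, set to 100.0%, over all genes of the table. Fitting and testing outside limma used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and statsmodels 0.14.6.

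Libraries with the same replicate number in the titles were treated as pairs in a second fit with the replicate number as a block. Other alternatives were median-of-ratios rescaling, no filter on low values, a mean of at least 5 TPM, a pseudocount of 0.1, no fold change minimum, and an adjusted p-value under 0.01. In the siRNA series the factors of that rescaling could rest only on the listed responsive genes. A change shared by those genes may therefore be removed by it. In the induction series, fits with only the compared groups and with each replicate left out in turn were also made. A correction for gene length, a fit on consecutive libraries averaged and a fit with a fibroblast score as covariate were added after the data had been seen. Exon lengths and gene positions came from GENCODE M21 (mm10), which covered 99.5% of the genes tested in the siRNA table.

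The genes named were those of lists of PrE, pluripotency and survival genes written before the data were examined, and, for 16 h, 168 h and siOct4, the 5 largest rises and 5 largest falls among the changed genes whose libraries did not overlap between groups and whose mean reached 5 TPM in 1 of them. Lists of trophectoderm and fibroblast genes served as summaries, apart from a few genes named in the closing observations, which were chosen after their values were seen. The authors' text does not say whether the libraries of both series were processed together, so tests were made within each table only.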

Results

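To follow how GATA6 drives ES cells into PrE, RNA-seq profiles were obtained before Dox (0 h) and at 6 times between 16 and 168 h of Dox, with 3 libraries per time point, and in 2 libraries of XEN cells. To ask what Oct4 contributes, 6 libraries with control siRNA and 6 with Oct4 siRNA were collected after 48 h of Dox. Values are TPM, whose sequencing depth is unknown. Between 12034 and 13109 genes reached 1 TPM in each library of the induction series, and between 5483 and 6142 of the listed responsive genes in each library of the siRNA series. Pearson correlations between replicates of the induction series, across genes, ranged from 0.97 to 0.993. The lowest, 0.97 and 0.972, were those of replicate 3 at 72 h with replicates 1 and 2. All other pairs reached at least 0.984. In the siRNA series correlations were as low as 0.929 among siCTL libraries and 0.941 among siOct4 libraries.

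Induction of the transgene was examined first. Gata6 (mm10, chromosome 18, gene span 11052064 to 11085635) rose from 0.264 ± 0.0978 TPM (SD, n = 3) at 0 h to 133.8 ± 4.6 TPM (SD, n = 3) at 16 h and to 344.4 ± 26.2 TPM (SD, n = 3) at 168 h. The last value did not differ from the 346.2 ± 7.84 TPM (SD, n = 2) of XEN cells, with a log2 difference of 0.01 (limma adjusted p = 0.953). The gene-level value does not separate endogenous Gata6 from the transgene. Sox17 (chromosome 1, 4490931 to 4497354) reached 67.9 ± 6.66 TPM at 16 h and 283.1 ± 23.0 TPM at 168 h from 0.135 ± 0.0356 TPM (SD, n = 3 each). Gata4 (chromosome 14, 63198922 to 63271692) and Pdgfra (chromosome 5, 75152292 to 75198215) reached 63.4 ± 2.01 and 75.2 ± 4.58 TPM at 16 h (SD, n = 3 each). Of 20 PrE genes listed beforehand, 18 were higher at 16 h, 20 at each time from 24 to 96 h and 19 at 168 h; the same numbers passed when p-values were adjusted over the list alone.

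Pluripotency genes fell at different rates. Nanog (chromosome 6, 122707489 to 122714633) dropped from 281.4 ± 15.3 TPM to 96.3 ± 6.14 TPM at 16 h, with a log2 change of -1.54 ± 0.22 (SE; limma adjusted p = 5.12e-05). Sox2 (chromosome 3, 34650405 to 34652461) changed by -1.16 ± 0.2 at 16 h (SE; limma adjusted p = 4.31e-04). Esrrb (chromosome 12, 86361117 to 86521628) changed by -0.70 ± 0.29 at 16 h (SE), with a limma adjusted p of 0.130 that fell under 0.05 with only the 2 groups in the fit, and by -2.07 ± 0.29 at 48 h (SE; limma adjusted p = 6.53e-06). Pou5f1 (chromosome 17, 35506018 to 35510772) was at 1654 ± 155 TPM at 0 h, 1169 ± 41.1 TPM at 48 h and 500.1 ± 89.3 TPM at 96 h (SD, n = 3 each). At 16 h its log2 change was -0.29 ± 0.25 (SE; limma adjusted p = 0.566, under 0.05 with only the 2 groups in the fit). It was -0.50 ± 0.25 at 48 h (SE; limma adjusted p = 0.108) and -1.73 ± 0.25 at 96 h (SE; limma adjusted p = 5.92e-06). At 168 h Pou5f1 was at 63.4 ± 42.1 TPM (SD, n = 3), and in XEN cells at 0.202 ± 0.214 TPM (SD, n = 2). The 168 h mean was raised by replicate 3, at 111.9 TPM, against 39.07 and 39.08 TPM in replicates 1 and 2. Klf4 was not called at any of the 6 time points; at 168 h it was higher by 0.81 ± 0.18 (SE; limma adjusted p = 4.41e-04), under the fold change minimum. Of 16 pluripotency genes, 6 were lower and 1 higher at 16 h and 13 were lower at 168 h. The numbers called, 7 and 13, were the same when adjusted over the list alone.

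**Figure D1:**
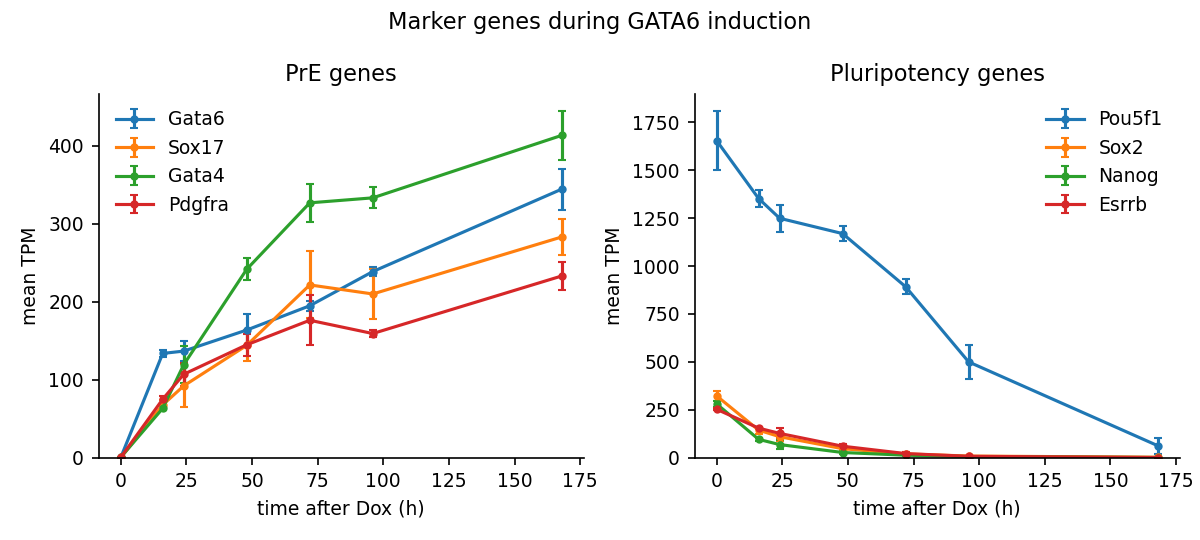
Mean TPM (y axis) against hours of Dox (x axis) for 4 PrE genes on the left and 4 pluripotency genes on the right, with bars giving the SD over 3 libraries. Gata6 reached 133.8 TPM at 16 h, while Pou5f1 was still at 1169 TPM at 48 h and at 63.4 TPM at 168 h.

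The number of changed genes rose at each successive time point. Against 0 h, 296 genes were higher and 121 lower at 16 h, 488 and 367 at 24 h, and 1376 and 1093 at 48 h. At 72 h, 2213 were higher and 1734 lower, at 96 h 2322 and 2127, and at 168 h 3396 and 2491. The alternative that moved these counts most was dropping the fold change minimum, which gave 1949 genes at 16 h in place of 417. With the replicate number as a block the counts were 414 genes at 16 h and 5888 at 168 h, in place of 417 and 5887. Deviations of same-numbered libraries from their group means had a mean correlation of 0.04, against -0.02 for libraries with other numbers. Median-of-ratios rescaling moved the median log2 change over all genes at 168 h from 0.09 to -0.04 and the share of higher genes from 57.7% to 49.4%, so the balance of higher and lower genes is relative to that shift. With 3 libraries per group, the 10 ways to part 6 libraries allow no share of splits below 0.1.

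**Figure D2:**
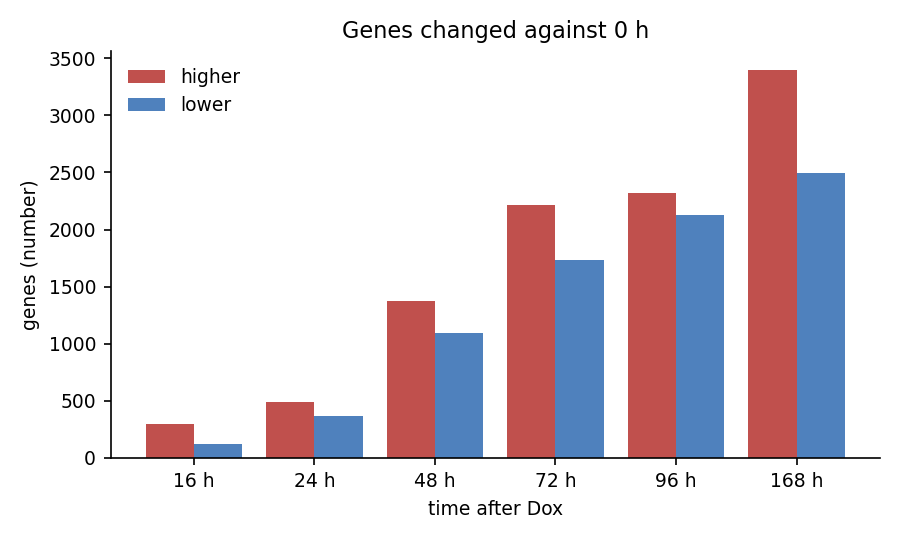
Number of genes (y axis) higher (red) or lower (blue) than at 0 h at each time after Dox (x axis), at a limma adjusted p-value under 0.05 and an absolute log2 fold change above 1. Counts went from 296 higher and 121 lower at 16 h to 3396 higher and 2491 lower at 168 h.

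Among changed genes whose libraries did not overlap between groups and whose mean reached 5 TPM in 1 of them, the largest rises at 16 h were those of Gata6, Sox17, Pdgfra, Gata4 and C2cd4a, from 6.74 ± 0.09 to 4.72 ± 0.36 on the log2 scale (SE). The largest falls were Gm28625, Foxd3, Trh, 1700097N02Rik and Gm26564. Foxd3 (chromosome 4, 99656299 to 99658622) went from 14.4 ± 2.3 to 1.80 ± 0.401 TPM and Trh (chromosome 6, 92242061 to 92244650) from 282.4 ± 15.9 to 56.1 ± 7.38 TPM (SD, n = 3 each). The fall of Gm28625 (chromosome 9, 84890545 to 84890749), a lincRNA, rested on variable values of 164.5 ± 73.0 and 29.6 ± 28.7 TPM (SD, n = 3 each), had a limma adjusted p of 0.0448, and did not pass with no filter on low values or with only the 2 groups in the fit. By the same rule, the largest rises at 168 h were Srgn, Col4a1, Col4a2, Hs3st1 and Glipr1, and the largest falls Trh, Tdgf1, Gm28625, Rasgrp2 and Krt42. Srgn (chromosome 10, 62493833 to 62527451) rose from 0.217 ± 0.11 to 2144 ± 210.0 TPM, and Col4a1 (chromosome 8, 11198423 to 11312826) from 11.2 ± 0.814 to 7706 ± 179 TPM (SD, n = 3 each). Col4a1 overlaps Col4a2 on the opposite strand over a few bases in the annotation; the reads were quantified with strand.

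Responsive genes were sorted by when their change began. In all, 6838 genes were changed at 1 or more time points, and 6838 with the replicate number as a block, with the pairing check of 0.04 given above. Among them, 301 were Early up, 1401 Mid up and 1459 Late up, and 309 were Early down, 1101 Mid down and 911 Late down; 1356 were complex. With the block the waves held 301, 1401, 1462, 308, 1100 and 910 genes in the same order. Without a fold change minimum, 13240 genes were responsive. In the authors' deposited table, 5540 of the 6838 genes were listed; 1298 were responsive here only and 735 were listed there only. Between the waves here and the classes of the same name in the authors' deposited table, 298 Early up, 1214 Mid up, 956 Late up, 137 Early down, 296 Mid down and 657 Late down genes were shared. The authors' deposited table holds 652 genes in its early down class and 405 in its mid down class, and a further 609 and 576 in up and down classes marked "trans" that have no counterpart here. The study describes placing genes of complex behaviour in the nearest class after K-means clustering. Such genes were left as complex here, so the classes are not defined alike.

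To place the time points between ES and XEN cells, each library was projected on the line that joins the mean profiles at 0 h and in XEN cells. The mean position was 11.4% ± 0.77 at 16 h, 19.2% ± 2.64 at 24 h, 36.2% ± 2.68 at 48 h, 51.8% ± 0.41 at 72 h, 61.6% ± 1.51 at 96 h and 80.1% ± 0.61 at 168 h (SD, n = 3 each). No test was made, since 3 libraries against 3 cannot go below 0.1. A pseudocount of 0.1 moved the 168 h position most, to 74.3%. In the limma fit, XEN cells differed from 0 h by 2844 higher and 2810 lower genes, and from 168 h by 712 higher and 1380 lower genes. With the replicate number as a block, with the pairing check of 0.04, these were 2819 and 2833, and 718 and 1410. Median-of-ratios rescaling gave 910 higher and 1083 lower, so that the share of higher genes was 45.7% in place of 34.0%. The median log2 change over all genes between XEN cells and 168 h was -0.14 as deposited and -0.03 after that rescaling.

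**Figure D3:**
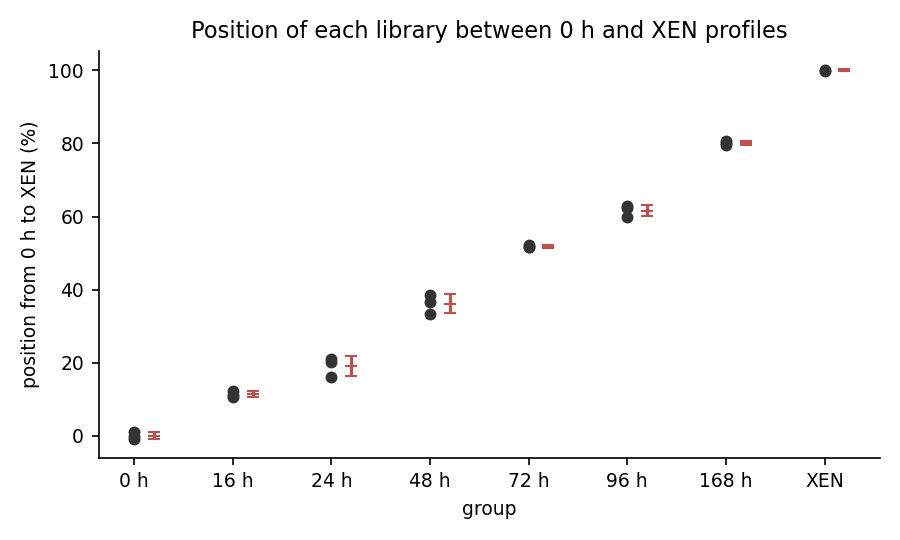
Position of each library (points, y axis, %) between the mean 0 h profile and the mean XEN profile for each group (x axis), with red bars giving the mean and SD. Positions rose from 11.4% at 16 h to 80.1% at 168 h.

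The siRNA target was examined first in every library of the siRNA series. Pou5f1 was at 803.7, 781.8, 944.6, 846.4, 1194 and 1171 TPM in siCTL libraries 1 to 6 and at 305.0, 308.1, 281.6, 319.8, 385.7 and 386.6 TPM in siOct4 libraries 1 to 6. The mean log2 difference was -1.52 and all 6 same-numbered pairs were lower, between -1.74 and -1.34 (exact permutation p = 0.00216, the smallest it can give; paired exact sign-flip p = 0.0312, also the smallest). The limma adjusted p was 5.21e-05 without and 6.19e-06 with the replicate number as a block. Deviations of same-numbered libraries had a mean correlation of 0.33, against -0.06 for others.

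Gata6 was at 121.1 ± 38.6 TPM in siCTL and 85.9 ± 26.4 TPM in siOct4 libraries (SD, n = 6 each). The mean log2 difference was -0.50 with all 6 pairs lower, between -1.11 and -0.05. The exact permutation p was 0.0541 and the paired exact sign-flip p 0.0312. In limma the adjusted p was 0.326, and 0.0503 with the replicate number as a block, for which the pairing check was 0.33. After median-of-ratios rescaling the difference was -0.35, with 4 of 6 pairs lower and exact p-values of 0.199 unpaired permutation and 0.125 paired. That rescaling rests on the responsive genes alone and may remove a change that they share. For Pou5f1 it widened the SD of the pair differences from 0.16 to 0.41. The table does not separate the endogenous gene from the transgene. The study measured endogenous Gata6 through a part of its transcript that the transgene lacks, and reported it as lower after Oct4 knockdown. For the gene as a whole, the authors' deposited mark is unchanged. Sox17 did not differ (log2 difference -0.03 ± 0.23 SE; limma adjusted p = 0.970, and 0.941 with the block), and the sign of its difference reversed to 0.12 after rescaling.

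**Figure D4:**
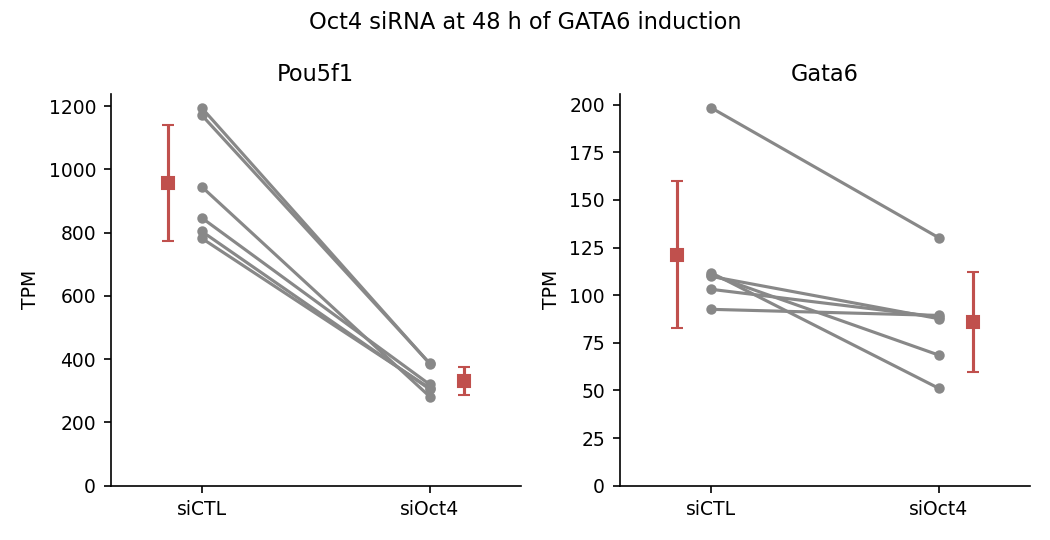
TPM of Pou5f1 (left) and Gata6 (right) in each siCTL and siOct4 library (grey points, lines join same-numbered libraries), with red squares and bars for the mean and SD of 6 libraries. All 6 pairs fell for both genes, with mean log2 differences of -1.52 and -0.50.

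In limma, 108 genes were lower and 59 higher with siOct4. With the replicate number as a block, for which the pairing check was 0.33 against -0.06, 385 were lower and 152 higher. All 167 calls without the block were among the 537 with it. Median-of-ratios rescaling gave 152 lower and 144 higher, with a share of higher genes of 48.6% in place of 35.3%; the median log2 change over all genes was -0.12 as deposited and 0.01 after rescaling, so changes below are relative to that shift. The authors' deposited table marks 485 genes as lower and 273 as higher; 107 of the 108 and all 59 carry the same mark. Of the 757 genes so marked and tested here, 513 passed an adjusted p-value of 0.05 when adjusted over that list alone, and 746 with the block; this list was drawn from these same data, so that count shows no stability.

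Among changed genes without overlap between siCTL and siOct4 libraries and with a mean of at least 5 TPM in 1 group, the largest rises were S100g, 3830417A13Rik, Epas1, Krt19 and Cdkn1c, and the largest falls Nostrin, Myo7a, Ramp2, Hesx1 and Clic5. S100g (chromosome X, 162961992 to 162964599) went from 9.87 ± 7.31 to 96.5 ± 65.2 TPM (SD, n = 6 each; limma adjusted p = 0.00151, and 8.64e-06 with the replicate number as a block). Nostrin (chromosome 2, 69135800 to 69189330) went from a mean of 129.4 to 30.2 TPM, a log2 change of -2.11 ± 0.32 (SE; limma adjusted p = 0.00192, and 6.19e-06 with the block). The pairing check of 0.33 applies to both. Cubn fell further, by 2.55 on the log2 scale, but its libraries overlapped between groups. Of 20 PrE genes, 2 were called, Cubn and Amn, and 9 with the block; adjusted over the list alone these numbers were 8 and 10. Of 13 pluripotency genes, 1 was called, Pou5f1 itself, and 6 with the block, all lower; over the list alone these numbers were 5 and 7. Cubn (chromosome 2, 13276338 to 13491813) went from 353.4 ± 191 to 63.0 ± 40.5 TPM (SD, n = 6 each; limma adjusted p = 0.00641, and 4.58e-04 with the block). Gata4 changed by -0.60 ± 0.19 (SE; limma adjusted p = 0.136, and 0.00592 with the block). Among 4 survival genes tested, 0 were called, 1 with adjustment over the list alone and 1 with the block.

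The genes of each wave were then scored as a set. The Early up score, over 299 genes, was 5.11 ± 0.31 in siCTL and 4.77 ± 0.26 in siOct4 libraries (SD, n = 6 each), a difference of -0.34, with all 6 pairs lower. Its exact permutation p was 0.0714, or 0.429 adjusted over 6 waves, and the paired exact sign-flip p 0.0312, or 0.0625 adjusted, with the pairing check of 0.33 for the replicate number as a block. The Mid up score differed by -0.14 (exact permutation p = 0.385), Late up by -0.03 (p = 0.864 by the same exact test), Early down by -0.17 (exact p = 0.487), Mid down by -0.10 (exact p = 0.656) and Late down by -0.13 (exact p = 0.379). In the paired exact sign-flip tests Early down and Late down were lower in 6 of 6 pairs (exact p = 0.0312 and 0.0625 adjusted for each), while the paired exact p was 0.375 for Mid up, 0.844 for Late up and 0.281 for Mid down. No score passed after adjustment, although 6 pairs cannot give a paired p under 0.0312, so the adjusted paired values were bounded by the design. With median-of-ratios rescaling the Early up difference was -0.20 with an SD over pairs of 0.05. With gene length correction, chosen after the data had been seen, it was -0.23 with an SD over pairs of 0.04 (exact permutation p = 0.0303, 0.162 adjusted).

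**Figure D5:**
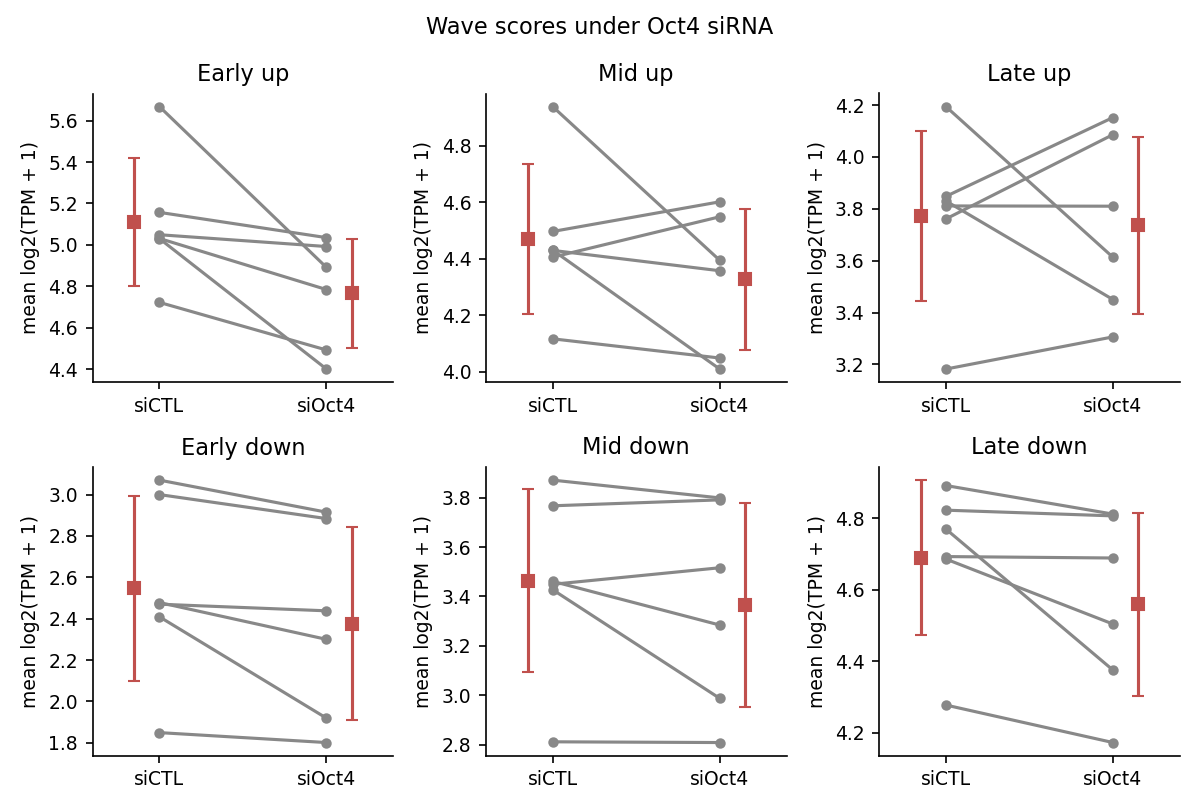
Mean log2(TPM + 1) over the genes of each wave (y axis) in each siCTL and siOct4 library (x axis), with lines joining same-numbered libraries and red squares and bars giving the mean and SD of 6 libraries. The Early up score fell in 6 of 6 pairs, by 0.34 on average.

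To ask whether the genes lowered by siOct4 are those raised early by GATA6, calls were compared with waves over 5534 responsive genes. Of the 106 lower genes among them, 32 were Early up, against 299 of all 5534, an odds ratio of 8.36 (Fisher's exact p = 1.99e-16, adjusted 2.39e-15 over 12 tests). None of the 106 was Late up (Fisher's exact adjusted p = 1.72e-10). By their definition Late up genes were not called at 48 h, the time of the siRNA libraries. A weaker induction by GATA6 could thus hardly show in them, so their absence is largely built in. Their presence in the background can also raise the odds ratio of Early up. These tests treat genes as independent, which they are not. Of 54 higher genes, 4 were Early up (odds ratio 1.41, Fisher's exact adjusted p = 0.643). With the replicate number as a block, for which the pairing check was 0.33, 85 of 378 lower genes were Early up (odds ratio 6.70, Fisher's exact adjusted p = 7.82e-32) and 6 were Late up (odds ratio 0.0569, adjusted p = 5.17e-30 by the same exact test). Late down was less frequent among lower genes with the block only (odds ratio 0.633, Fisher's exact adjusted p = 0.0404). No other wave passed after adjustment.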

Values the study reported

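After 2 days of GATA6 induction, the study gave 485 genes as lower in Oct4 knockdown cells and 273 genes as higher.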

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

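The values without pair 4 and those combining the block with gene length correction were chosen after the results were seen; the test of gene length on single libraries and both tests on genes changing direction were set out before theirs.

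In the siRNA series, 52 sets of 6 values were screened for a library far from the other 5, and 5 were found, where chance gives about 2.6. The Late down score of siCTL 3 was 4.28, against 4.69 to 4.89 in the others. On the log2(TPM + 1) scale, Gata6 was 7.64 in siCTL 4 (others 6.55 to 6.82), Sox17 was 6.07 in siCTL 4 (others 5.19 to 5.48), Pdgfra was 6.70 in siCTL 3 (others 7.61 to 8.10) and Ramp2 was 1.72 in siOct4 2 (others 2.65 to 2.94). Pou5f1 was lower in every siOct4 than in every siCTL library, so no swap between the siRNAs is seen; a swap of replicate numbers within siCTL or siOct4 would not show in Pou5f1 and was not tested. After the trend of each library with gene length was removed, 0 of the 5 values passed the same limit. The gap to the nearest library, as a share of the range, fell to between 0.0 and 0.05 for the Late down score, Gata6 and Sox17, but only from 0.65 to 0.47 for Pdgfra and from 0.76 to 0.59 for Ramp2. Gene length is a candidate explanation for the first 3 and leaves most of the gap for Pdgfra and Ramp2. Leaving out pair 4 changed the mean Gata6 difference from -0.50 to -0.48. With the replicate number as a block and gene length corrected, Gata6 changed by -0.36 (limma adjusted p = 0.0812, 6 libraries per group), Pdgfra by -0.54 (limma adjusted p = 0.0348), Sox17 by 0.10 (limma adjusted p = 0.719) and Ramp2 by -1.86 (limma adjusted p = 4.20e-04). No biological explanation was tested for single libraries.

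Between 16 h and 168 h, 25 genes changed in opposite directions against 0 h, and all 25 differed between the time points at a limma adjusted p under 0.05, which genes chosen for opposite changes could hardly fail. Of these, 23 were higher at 16 h and lower at 168 h, and 2 were lower and then higher. Dnmt3b and Dnmt3a, chosen after their values were seen, went from 115 ± 3.23 to 365 ± 16.7 and then 47.4 ± 3.22 TPM, and from 32.4 ± 7.93 to 234 ± 9.88 and then 15.4 ± 2.41 TPM (SD, n = 3 each). Epas1 went the other way, from 14.2 ± 0.791 to 4.84 ± 0.912 and then 269 ± 20.6 TPM. Although 0 of the 25 genes stayed under 5 TPM in all 3 groups, a called change makes that all but certain, so it does not rule out values near the pseudocount. For 8 of the 25, the means at 0 h and 168 h were both under 5 TPM, so their fall below the 0 h level lies at low values, while their rise at 16 h does not. With median-of-ratios rescaling, 24 of the 25 still changed in opposite directions. A transient early rise in the response to GATA6 may be a hypothesis for the 23 genes, with the later fall below the 0 h level less certain for those 8. The median difference of short and long genes did not exceed 0.07 in any library of the time course, which is small beside these changes; RNA from other cells was not tested for them.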

How the results depend on the processing

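Gene length correction, averaging of consecutive libraries and the fibroblast covariate were chosen after the data had been seen. DESeq2 was planned only for counts and was not run, because the tables hold TPM. Of 443 alternatives for the main comparisons, 392 kept their direction and side of the threshold, or their size.

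Dropping the fold change minimum gave 1949, 4293, 8093, 9873, 10138 and 11286 genes at 16 to 168 h, 10721 for XEN cells against 0 h, 7525 for XEN cells against 168 h, 13240 responsive genes, and 1697 Early up, 2336 Mid up, 1406 Early down, 2152 Mid down and 3686 complex genes. A pseudocount of 0.1 gave 674 genes at 16 h, 1440 at 24 h, 3215 for XEN cells against 168 h, 555 Early up and 467 Early down genes; the cause was not tested. Each replicate left out in turn gave 363 to 464 genes at 16 h and 5831 to 5963 at 168 h. Without replicate 3 of 72 h, 4310 genes were changed at 72 h in place of 3947, and 1844 were complex in place of 1356. Counts of changed genes and of genes in waves in the time course were otherwise within 1.5 times those reported, including with the replicate number as a block. Median-of-ratios rescaling turned 3396 higher and 2491 lower genes at 168 h into 2870 and 2937.

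In the siRNA series the replicate number as a block gave 385 lower and 152 higher genes, against 108 and 59. Gene length correction gave 193 and 175, and 314 and 317 with the block; the fibroblast covariate with the block gave 570 and 358. Median-of-ratios rescaling gave 144 higher genes. An adjusted p-value under 0.01 left 33 lower and 28 higher. Averaging consecutive libraries left 3 values per group and 0 lower and 0 higher genes, with 437 genes at an unadjusted p under 0.05, and 154 and 71 with the block. Gata6, at -0.50, passed its paired exact test with the replicate number as a block and not the unpaired one. The cause of these differences was tested for gene length, below, and for fibroblast RNA on too few genes to count; otherwise the cause was not tested.

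Among the wave scores, the Late up difference reversed to 0.10 with median-of-ratios rescaling and 0.09 with gene length correction, the Mid down difference to 0.02 and 0.01, and the Late down difference to 0.00 with rescaling; none passed its adjusted test either way. Both settings moved the median log2 change over all genes, from -0.12 to 0.01 and to -0.01, and all 6 scores moved up with it, so these reversals follow a common shift. With the replicate number as a block the odds ratio of Early up among higher genes reversed from 1.41 to 0.927 and that of Early down from 0.73 to 1.15, neither past the threshold, and that of Late down among lower genes became 0.633 and passed; the cause was not tested. The odds ratio of Early up among lower genes was 6.70 to 9.43 across its 3 alternatives.

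Positions moved by more than the SD of replicates with a pseudocount of 0.1, to 12.2% at 16 h, 48.1% at 72 h, 58.2% at 96 h and 74.3% at 168 h. Without the fibroblast list and the 500 most variable genes they were 52.7% at 72 h and 81.5% at 168 h, and with a mean of at least 5 TPM 80.7% at 168 h. Leaving out each XEN replicate gave 51.1% to 51.3% at 72 h and 78.9% to 79.3% at 168 h. The cause was not tested.

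For single genes, 400 of 429 alternatives kept direction and side of the threshold; 17 were weaker, 8 stronger and 4 reversed, and the cause was not tested. Sox17 with siOct4 reversed from -0.03 to 0.12 with rescaling and to 0.10 with gene length correction, with and without the block. Tfcp2l1 at 16 h ranged from 0.00 to 0.21 across fits that each left out a replicate. The 10 genes named by the rule for siOct4 lost significance when consecutive libraries were averaged, a setting that called no gene, and kept it when these averages were fitted with the block, where 133 of the 225 calls were shared with the 167 reported. Gm28625 at 16 h lost it with no filter, a pseudocount of 0.1, only the 2 groups in the fit, and without single replicates. Gata4 and Pdgfra with siOct4 gained it in the fits with a block, and Esrrb and Pou5f1 at 16 h with only the 2 groups in the fit. Depth is unknown, so its limit on low genes cannot be stated.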

Other observations

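The tests of the fibroblast covariate, of the Early down score and of the length trend in Early up genes were set out before their results were seen; all other tests here, counts of splits included, were chosen after.

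For each time point, 1 of the 10 splits of the 6 libraries, the real one, gave as many genes. With 10 splits that share cannot go under 0.1, so it decides nothing; the real splits gave 417 to 5887 genes and no other split more than 9. Of the 10, 4 part all same-numbered pairs. When time labels were drawn anew within replicate number, 1 of 100 labellings, the real one, gave as many responsive genes, and 1 of 100 as many genes in waves. The highest counts among the redrawn labels were 5368 and 3496. For siOct4, 1 of the 32 splits that part all 6 pairs, the real one, gave as many genes, and the same held, 1 of 32, with the replicate number as a block; the highest other count was 0 in each. Among 100 splits drawn whatever pairs they part, 3, none of them the real one, gave as many genes, up to 1858; these 3 part 2 or 4 of the pairs. The split with 1858 set siCTL 1 and 3 and siOct4 1 to 4 against the rest. The factors of the median-of-ratios rescaling were 0.671 to 1.05 in that set and 1.06 to 1.342 in the rest, so the split follows library scaling. It parts siCTL 1 from siCTL 2, so library number alone does not describe it. The cause was not tested.

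The siRNA libraries resembled each other in consecutive pairs. Among 225 ways to pair the 6 libraries of both groups, 1, the consecutive one, gave as high a summed correlation, as it would if libraries 1 and 2, 3 and 4, and 5 and 6 were prepared together. The mean correlation of deviations was 0.46 within such pairs and -0.35 for other pairs of a group, although siCTL 3 and 4 were at -0.07. The study describes its knockdowns as independent experiments, and processing in shared batches may give the same likeness; if libraries were instead prepared from the same cells, there would be fewer independent samples than 6 per group. The first principal component held 29.4% of the variance and its loadings fell with exon length across genes (Spearman rho = -0.40, genes are not independent replicates), in the direction of high values for short genes in siCTL 3 and siOct4 3. In the induction series the median difference of short and long genes did not exceed 0.07 in any library, against -0.50 to 0.60 in the siRNA series. Of the 537 genes called with the block, 448 were called the same way with gene length corrected, so length does not account for most calls. With the fibroblast score as covariate, 531 were called the same way, but only 6 of the 12 fibroblast genes are in the siRNA table, so the checks that rest on that list are void there. Over those 6 genes the list did not differ between siCTL and siOct4 (difference -0.30, exact permutation p = 0.60, lower in 3 of 6 pairs).

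A list of trophectoderm genes written before the data were examined was higher with siOct4. Its mean over 13 of 16 genes rose by 0.96 on the log2 scale, with 6 of 6 pairs higher (exact permutation p = 0.00649, 0.0324 adjusted over 5 lists; paired exact sign-flip p = 0.0312). Not every gene of the list rose. Fgfr2, which is also on the PrE list, changed by -0.61, lower in 6 of 6 pairs. Eomes changed by -0.54, lower in 6 of 6 pairs, and Tead4 by -0.34, lower in 4 of 6. With gene length corrected the exact permutation p was 0.00216. Across pairs the rise and the change of the 6 fibroblast genes had a Spearman rho of 0.66 over 6 pairs, without a test. In pairs 1, 2 and 4 the fibroblast score fell, from 4.72 to 3.04, 4.62 to 3.10 and 4.68 to 2.55. The trophectoderm score rose there, from 3.6 to 4.33, 3.47 to 4.06 and 3.33 to 3.94. The rise in these pairs thus did not go with a higher score of those 6 genes, which are too few to exclude fibroblast RNA. In pairs 3, 5 and 6 the fibroblast score rose, from 2.43 to 2.85, 2.75 to 4.46 and 3.0 to 4.42. Pairs 5 and 6 had the largest trophectoderm rises, from 3.82 to 5.32 and 3.66 to 5.32. A part of fibroblast RNA is thus not excluded in pairs 3, 5 and 6 either. Of the other lists, PrE was lower by a mean log2 difference of -0.57 in 6 of 6 pairs (exact permutation p = 0.0455, 0.114 adjusted). Pluripotency differed by -0.65, lower in 6 of 6 pairs (exact permutation p = 0.173, 0.288 adjusted). For PrE and pluripotency alike the paired exact sign-flip p was 0.0312, the smallest it can give and not adjusted over lists. Survival differed by -0.15, lower in 4 of 6 pairs (exact permutation p = 0.517, 0.60 adjusted; paired exact sign-flip p = 0.406). Of 10000 random lists, matched on mean expression, 0 had as high a median log2 change as the 1.20 of this list. The trophectoderm list also rose with Dox alone, with 9 of 13 genes higher at 48 h (median log2 change 1.80). At 72 h 12 were higher and 1 lower, and at 96 h 10 and 1. Fewer rose at 16 h (4 higher, median log2 change 0.25) and at 168 h (4 higher and 2 lower, median 0.85). The list may thus mark the response to GATA6 as well as trophectoderm. The list covers only genes that the authors called responsive, and libraries prepared together may lower the number of independent samples, so that a rise of trophectoderm genes as such after loss of Oct4 remains a hypothesis.

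A mere delay of differentiation under siOct4 would leave early reduced genes higher. The Early down score, over 139 of the 309 genes, instead differed by -0.17, lower in 6 of 6 pairs (exact permutation p = 0.487, paired exact sign-flip p = 0.0312), and by -0.07, lower in 5 of 6 pairs, after median-of-ratios rescaling (paired exact p = 0.25). Across 6262 genes, which are not independent replicates, the change with siOct4 and the change at 48 h of Dox had a Pearson r of -0.22, the sign that less advanced differentiation would give. The Early down wave includes the pluripotency genes Nanog, Sox2 and Esrrb. Loss of Oct4, itself a pluripotency factor, could lower such genes with or without a delay, so that score cannot decide. The values point different ways and leave a delay open. Early up genes in the control siRNA libraries were not below the 48 h level of the time course, with a median log2 ratio of 0.12, and 0.02 after the length trend was removed, a comparison across the series for which no test was made.

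Replicate 3 stood apart in the time course. It was the highest library of its group at all 7 time points for 57 genes and the lowest for 67, in all 124 genes, against 6 for replicate 1 and 8 for replicate 2, where chance gives about 6.9 in each direction. Of 12 fibroblast genes tested, 3 (Thy1, Dcn and Lum) were among the 57 (Fisher's exact p = 1.1e-05). Thy1 ranged from 13.4 to 34.9 TPM in replicate 3 and from 1.20 to 4.75 TPM in replicates 1 and 2. RNA from the fibroblast feeder layer is a candidate source for part of this difference; a difference between cell clones was not tested.

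XEN cells expressed Xist (chromosome X, 103460366 to 103483254) at 178 to 186 TPM, against 0.629 to 3.45 TPM in the 21 other libraries of the table. The Y-linked genes Eif2s3y and Ddx3y were at 2.96 to 3.64 and 1.08 to 1.15 TPM in XEN cells, against 3.0 to 8.09 and 1.73 to 4.39 TPM in the other libraries. These 3 genes were chosen after their values were seen, and no explanation was tested.

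Genes lower with siOct4 numbered 108 here. That is lower than the value quoted from the study above. Genes higher with siOct4 numbered 59 here. That too is lower than the value quoted from the study above. In the fit with the replicate number as a block, with a pairing check of 0.33, 385 genes were lower and 152 higher. Both of these are nearer to the quoted values, and also lower. The quoted values came from DESeq2 on rounded counts, with the calls filtered to GATA6-responsive genes afterwards. The numbers here came from limma on TPM, with p-values adjusted over the listed responsive genes only. The tests and the genes adjusted over thus differ, so the lower numbers do not show that the study's calls fail to hold.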
